A study of Homo sapiens with 4 samples.

How the data were processed

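RNA was measured in 4 prostate tumour libraries from 2 patients. For each patient 1 library came from a biopsy taken before treatment and 1 from the prostate removed at surgery after treatment with ezetimibe and simvastatin. Ezetimibe blocks the uptake of cholesterol in the gut and simvastatin inhibits HMG-CoA reductase, an enzyme of cholesterol synthesis. Per the labels' protocols, tumour areas were macrodissected from paraffin-embedded tissue, and the libraries were made with a kit that captures coding exons and sequenced on an Illumina HiSeq instrument. RNA from paraffin blocks is usually broken into short pieces, and capture with probes enriches transcripts that have a probe, so levels of different genes are not comparable as molar amounts. Because every untreated sample is a biopsy and every treated sample is a prostatectomy, the kind of sampling and the treatment are confounded.

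The authors deposited 1 table with expected counts per gene, that is, estimated read counts that need not be whole because reads shared between genes are divided among them. Neither the labels nor the table's header name the aligner, the counting program, the genome build, the annotation or the use of strand. The unit was therefore read from the values, of which between 85.1% and 91.0% per library were whole numbers, the others with decimals. No positions are given, because the build is not known. The table had 15721 entries for 14264 Ensembl genes, and the 1457 repeated entries had the same values as the first entry of their gene, so each gene was used 1 time. No value was 0: a gene at 0 in any library is not in the table and was not analysed here, which leaves out genes that were undetected in 1 of the conditions. Of the 361 genes on the lists below, 281 were in the table and 80 were not.

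Symbols were taken by Ensembl ID for 14154 genes. Gene types, transcript GC content and transcript length came by ID from GENCODE release 29 (GRCh38), with GC content for 14245 genes (99.9%). GENCODE classed 13343 genes as protein-coding and 142 as small non-coding RNA. Genes with a decimal in any library were treated as sharing reads with another gene, and their values as uncertain.

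Counts were rounded to whole numbers. After edgeR's filterByExpr, which removed 173 genes, 14091 genes were tested with edgeR 4.0.16 (R 4.3.3) after scaling by the trimmed mean of M values (TMM). The quasi-likelihood test was two-sided, with the patient as a block, and left 1 residual degree of freedom, so that the spread of each gene was moderated across genes. Adjusted p-values are by Benjamini-Hochberg with a threshold of 0.05. Standard errors were computed as the absolute log2 fold change divided by the square root of the F statistic. Changes in single patients are differences of log2 CPM (counts scaled to the library size) with a prior count of 2. The pairing comes from the labels, which give both samples of a pair the same number, and from the series' description, by which a pair is from 1 patient. The deviations of same-numbered libraries from their group means had a correlation across genes of 0.431. With 2 libraries per group, that value is fixed to be equal for both pairs.

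Genes were also examined as 28 lists: pathways, immune cells and responses, tissue composition, and handling of the tissue. No gene was on more than 1 list. A list was tested where at least 3 of its genes were tested, which held for 26 lists. The shift of a list is the median over its genes of the mean log2 change over both patients. A median of means can lie outside the medians of the 2 patients. The test was camera in limma 3.58.1 with a preset correlation between genes of 0.01, two-sided, on log2 CPM, adjusted over the 26 lists, with fry, which estimates the correlation from the residuals, beside it. Each patient's median was placed among 10000 random lists of the same size, matched on mean expression. That percentile describes these libraries and is not a test across patients. One summary was made over all genes of the 12 immune lists.

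The samples' groups, the fits, the lists and the rule for naming genes were fixed before the data were examined. By that rule, where no gene passed the adjusted threshold, the 5 genes with the largest mean log2 change in each direction were named, among genes that changed alike in both patients and had at least the median level. At most 4 genes per list could be named, the highest-expressed ones. Genes whose level depends on inherited deletions or on immune receptor or HLA haplotypes, and genes of the Y chromosome and XIST, were passed over. Values of some single genes that the rule covers are not reported here. Any other gene that is named is said to have been chosen after its values were seen.

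Alternatives fixed in advance were the fit without the block, DESeq2 1.42.0, DESeq2's size factors in edgeR, no filter, at least 10 counts in every library, fry, upper-quartile scaling for lists, a prior count of 0.5, list genes at or above the median level, removal of the trend on GC content, and leaving out each patient. Alternatives chosen after seeing the data were the removal of small RNA genes, thinning of the libraries to equal depth, genes with whole values only, DESeq2's size factors for lists and upper-quartile scaling for genes.

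The procedures were tested on simulated data with the real means and library sizes. The spread of each simulated gene was set by its expression level alone, and simulated changes were equal in both patients. Changed single genes were drawn from those at or above the median count. These settings are easier than real data can be. With 200 of 14091 genes changed by 2 log2 units, edgeR called 140 of them (70.0%) and 6 unchanged genes, and DESeq2 called 160 (80.0%) and 13 unchanged genes. At 4 log2 units edgeR called all 200 and 9 unchanged genes, and DESeq2 all 200 and 21 unchanged genes. With no change neither called a gene. For lists of 15 genes, camera called all 20 lists shifted by 1 log2 unit and 1 of 100 unshifted lists, whereas fry called 0 of the 20 shifted lists. The simulated genes were independent of each other, so the preset correlation of camera was not tested by this.

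Intervals on shares of counts are 95% Wilson intervals. They cover counting error only, since reads without molecular identifiers are not independent molecules. Variants, inherited or acquired, were not analysed here.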

Results

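Transcript levels were compared in prostate tumours before and after cholesterol lowering in 2 patients, each with 1 biopsy before treatment and 1 prostatectomy sample after treatment with ezetimibe and simvastatin. The series' title names cholesterol lowering, signalling by mTOR complex 2 and antitumour immunity, and the comparisons address these: which genes changed between the paired samples, and whether genes of cholesterol synthesis, of mTOR complex 2 and AKT, and of immune cells moved together. Each group held 2 libraries, 1 per patient, and values are given for each patient because an SD over 2 pairs is a weak estimate of the spread. Treatment and the kind of sample changed together in both patients.

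Libraries had between 12798000 and 22142500 expected counts. The prostatectomy library of patient 1 was the shallowest, with 12798000 counts against 21988200 in the biopsy of the same patient. In patient 2 the biopsy had 22142500 counts and the prostatectomy 21898500. The median count per gene was 427 before and 182 after treatment in patient 1, and 458 before and 442 after in patient 2. In the prostatectomy library of patient 1, 970 of 14264 genes had fewer than 10 counts, whereas the other libraries had between 272 and 403 such genes.

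Small non-coding RNA genes took 12.7% (95% Wilson interval 12.70 to 12.73) of the counts before and 30.0% (29.95 to 30.00) after treatment in patient 1. In patient 2 their share was 8.62% (8.61 to 8.63) before and 5.93% (5.92 to 5.94) after. The share therefore rose in patient 1 and fell in patient 2. The small nucleolar RNA SNORA73B alone took 1.16% of the counts before and 6.53% after in patient 1, against 1.06% and 1.17% in patient 2. TMM factors were 1.06 and 0.773 for the biopsy and the prostatectomy of patient 1, and 1.14 and 1.07 for those of patient 2.

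**Figure D1:**
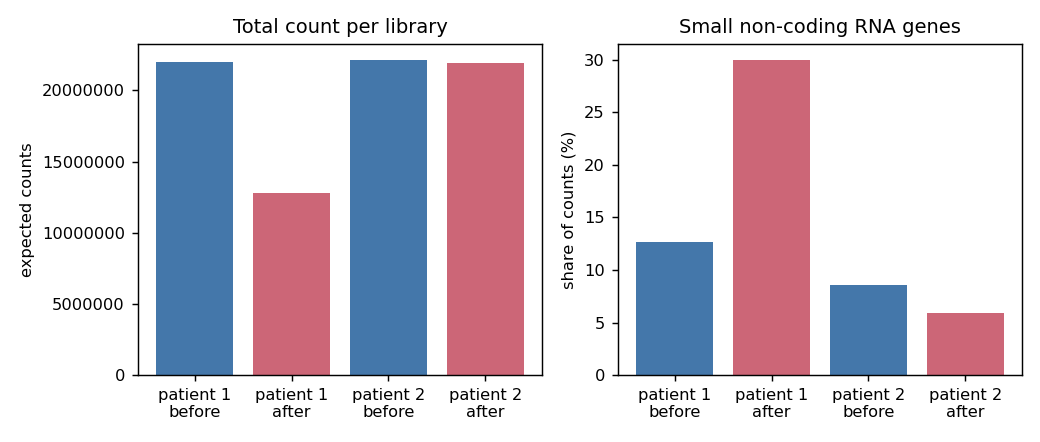
Total expected counts per library (left) and the share of counts in small non-coding RNA genes in percent (right), 1 bar per library, for the biopsy before and the prostatectomy after treatment of each patient. The prostatectomy of patient 1 has 12798000 counts, of which 30.0% are small RNA, and the other libraries have at least 21898500 counts and at most 12.7% small RNA.

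The paired libraries of patient 2 had a correlation of log2 CPM across genes of 0.943, and those of patient 1 of 0.856. Both biopsies correlated at 0.929 and both prostatectomies at 0.818. The biopsy of patient 1 correlated with the prostatectomy of patient 2 at 0.873, above the pair of patient 1. The biopsy of patient 2 correlated with the prostatectomy of patient 1 at 0.826. The SD over genes of the log2 change after treatment was 1.26 in patient 1 and 0.76 in patient 2, and 4369 genes in patient 1 and 2107 in patient 2 changed by more than 1 log2 unit. Across the 14091 tested genes, the changes of the 2 patients correlated with a Pearson r of 0.241 and a Spearman rho of 0.275. Genes are not independent replicates, so these describe how alike the pairs were and carry no p-value. Among the choices for which r was computed, the restriction to genes at or above the median level moved it most, to 0.327. Removal of the trend on GC content was not among those choices. Of all tested genes, 8617 (61.2%) changed in the same direction in both patients. More than 1 log2 unit in both patients was reached by 442 genes that rose in both, 349 that fell in both and 347 that moved in opposite directions.

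**Figure D2:**
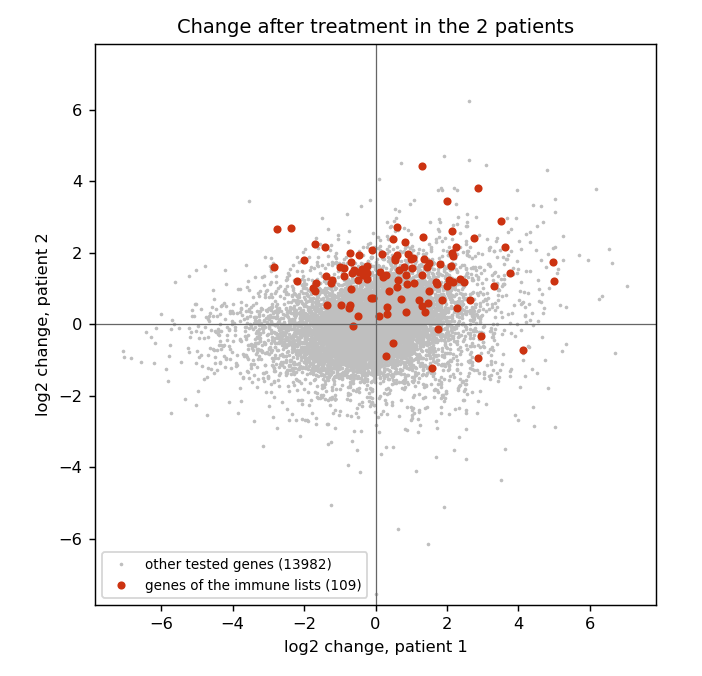
Log2 change after against before treatment in patient 1 (horizontal) and in patient 2 (vertical), 1 point per tested gene, with the 109 tested genes of the immune lists in red and the other genes in grey. The grey points spread wider along the axis of patient 1 (SD over all genes 1.26 against 0.76), and 63 of the 109 immune genes lie where both changes are above 0.

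No gene passed the threshold on the adjusted p-value in edgeR's quasi-likelihood test with the patient as a block: 0 genes were higher and 0 lower after treatment, and the smallest adjusted p-value was 0.299. At an unadjusted level of 0.05 the test gave 1373 genes (9.74% of those tested), 776 higher and 597 lower. The common dispersion corresponded to a biological coefficient of variation of 39.3% between the pairs. The method of testing moved these counts most: DESeq2 with the same block gave 187 genes higher and 80 lower.

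Genes with the largest mean changes are given as past no threshold. Among genes that rose in both patients, RGS1 (ENSG00000090104) had a log2 fold change of 4.62 (SE 0.37), with an edgeR adjusted p-value of 0.299. It rose by 4.79 log2 units in patient 1 and 4.33 in patient 2, from 0.602 to 19.2 CPM and from 5.82 to 118.8 CPM. When only genes with at least 10 counts in every library were tested, RGS1 was the 1 gene past the threshold, with an edgeR adjusted p-value of 0.0427. Over all 9 edgeR settings its adjusted p-value ran from 0.0427 to 0.718. PGC (ENSG00000096088) rose by 4.41 and 3.34 log2 units in patients 1 and 2 (log2 fold change 3.91, SE 0.46), and FOS (ENSG00000170345) by 6.62 and 1.71 (log2 fold change 4.13, SE 1.36). HBA2 (ENSG00000188536, 6.54 and 2.10) and ORM1 (ENSG00000229314, 5.03 and 3.14) also rose, and both had decimal counts, that is, reads shared with other genes. The adjusted p-values of these 4 genes were between 0.299 and 0.489.

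The 5 genes with the largest mean falls were RGPD3 (ENSG00000153165, log2 change -5.72 in patient 1 and -2.49 in patient 2), GOLGA6L5P (ENSG00000230373, -6.83 and -0.93), NPIPB11 (ENSG00000254206, -5.32 and -2.10), PCDHB14 (ENSG00000120327, -6.19 and -1.07) and NPEPPSP1 (ENSG00000274487, -6.41 and -0.20). All 5 had decimal counts from shared reads, and their counts in the prostatectomy of patient 1 were between 4 and 13.3. The edgeR adjusted p-values were between 0.444 and 0.579. For GOLGA6L5P, PCDHB14 and NPEPPSP1 most of the change came from patient 1.

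Cholesterol synthesis and uptake was examined first among the lists, as 23 tested genes of 24. Its shift was 0.25 log2 units, with medians of 0.23 in patient 1 and 0.28 in patient 2 (SD 0.04). Camera did not place it past the threshold (adjusted p-value 0.133). Against random lists matched on expression, its median lay at percentile 86.8 in patient 1 and 97.1 in patient 2. In both patients, 12 of its genes rose and 6 fell. Over the list alone, 0 of the 23 genes passed the adjusted threshold, as over all genes tested. An unadjusted level under 0.05 was reached by 3, all of which rose in both patients. Single genes went both ways: SREBF2 changed by -0.55 and -0.16 log2 units in patients 1 and 2, and SC5D by 1.04 and 0.30. Targets of the sterol receptor LXR had a shift of -0.04 (12 genes, -0.36 in patient 1 and 0.09 in patient 2, adjusted p-value 0.798). After the trend on GC content was removed, that shift was 0.12.

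Genes of mTOR complex 2 and AKT (14 tested of 15) had a shift of -0.16 log2 units, with -0.21 in patient 1 and -0.02 in patient 2, so that without patient 1 the value was near 0. It did not pass the threshold (camera adjusted p-value 0.925), and its percentiles among matched lists were 16.0 and 38.9. These values are of transcripts, and signalling through phosphorylation was not measured. MTOR changed by -0.28 log2 units in patient 1 and -0.31 in patient 2, AKT1 by -0.64 and -0.16, AKT2 by -1.10 and -0.19, and NDRG1 by -0.06 and -0.84. Adjusted over the list alone, 1 of the 14 genes passed, SGK1, against 0 over all genes tested. SGK1 (ENSG00000118515), which is named after its values were seen, rose by 3.21 and 2.15 log2 units (log2 fold change 2.69, SE 0.38, edgeR adjusted p-value over all genes 0.351). Targets of the FOXO transcription factors, which AKT inhibits, had a shift of 0.67 (12 genes, 0.78 and 0.40 in patients 1 and 2, camera adjusted p-value 0.00345), and 9 of the 12 genes rose in both patients. The proliferation list (9 genes) moved by -0.51 in patient 1 and 0.40 in patient 2 (shift 0.12, adjusted p-value 0.423), and with the GC trend removed its shift was -0.25.

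Immune transcripts were summarised over 109 tested genes of the 162 on the 12 immune lists. Their median log2 change was 0.93, with 0.60 in patient 1 and 1.37 in patient 2 (SD 0.55). Leaving out a patient leaves the value of the other, and this moved the summary most. In each patient the median lay at percentile 100 among 10000 matched random lists. Both patients showed a rise in 63 of the 109 genes (57.8%), against 30.9% of all tested genes, and a fall in 1. Camera placed the summary past its threshold of 0.05 and fry did not. Adjusted over the list alone, 23 of the 109 immune genes passed the threshold of edgeR's test, 41 had an unadjusted level under 0.05, and over all genes tested 0 passed. Over the 280 tested genes of all lists together, 7 passed adjusted over the list alone.

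Of the 11 immune lists tested singly, 9 passed the adjusted threshold of camera, and over all 26 lists 13 passed. With fry 0 of the 26 lists passed after adjustment, and 1, the neutrophil list, had an unadjusted level under 0.05. No camera call held under fry, which called 0 of 20 shifted lists in simulated data of this size. Genes expressed by leukocytes in general had a shift of 1.16 (10 genes, 0.99 in patient 1 and 1.13 in patient 2, adjusted p-value 1.66e-05), macrophage genes of 1.07 (15 genes, 0.63 and 1.27, adjusted p-value 5.36e-06) and genes of the response to interferon gamma of 1.44 (15 genes, 0.65 and 1.72, adjusted p-value 5.36e-06). PTPRC, which encodes the leukocyte antigen CD45, rose by 1.31 and 1.37 log2 units, the macrophage genes CYBB by 2.15 and 1.99, MRC1 by 2.16 and 1.19 and CD163 by 2.37 and 1.27, and the interferon-induced gene GBP1 by 0.60 and 2.72.

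Dendritic cell genes (6 of 12 tested, shift 1.56, 1.93 and 1.28, adjusted p-value 0.00229) and neutrophil genes (4 of 12, 1.43, 1.39 and 1.48, adjusted p-value 0.00221) had medians above 0 in both patients. So did genes of CD8 and cytotoxic cells (9 of 17, 1.13, 0.87 and 1.74, adjusted p-value 0.00135) and of B and plasma cells (6 of 17, 0.89, 1.34 and 0.44, adjusted p-value 0.0170). Within these lists, the genes that rose in both patients were 4 of 6, 4 of 4, 5 of 9 and 5 of 6. The other 4 of the 9 CD8 and cytotoxic genes fell in patient 1, among them CD8A, which fell by 1.69 in patient 1 and rose by 2.24 in patient 2, whereas PRF1 rose by 2.04 and 1.24. The patient 1 median of this list is the value of NKG7, named after its values were seen, which had 8 counts before and 7 after treatment. The neutrophil list also rests partly on few counts. Its gene MMP25 had 7 counts before and 4 after in patient 1, so its rise of 0.33 there comes from the scaling. S100A9 had 5 and 13 counts in patient 1 and 3 and 17 in patient 2. The patient 1 median of the neutrophil list lies between S100A9 (2.18) and CSF3R (0.60). The B and plasma cell list did not pass at equal depth (adjusted p-value 0.0683) or with whole values only (0.0503), and over its alternatives its adjusted p-value ran from 0.0139 to 0.627.

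The other immune lists moved in opposite directions in the 2 patients. T cell genes (12 genes, shift 0.44, adjusted p-value 0.0361) fell by 0.79 in patient 1 and rose by 1.28 in patient 2, although CD3E rose in both, by 1.81 and 1.70. Genes of the type I interferon response (19 genes, shift 0.40, adjusted p-value 0.0354) fell by 0.62 in patient 1 and rose by 1.56 in patient 2. Neither list passed in the fit without the block, where the adjusted p-values were 0.167 and 0.107. Mast cell genes (7 genes, 0.95, adjusted p-value 0.0650) had medians of 1.75 and -0.13 and passed under 3 of the alternatives, with adjusted p-values from 0.0268 to 0.799 over all of them. Medians of checkpoint and regulatory T cell genes (4 of 12, 0.77, adjusted p-value 0.169) were -0.17 and 1.32. The NK cell list, with 2 of 10 genes, was not tested.

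Lists for tissue composition were compared because a biopsy and a prostatectomy sample different tissue. Red blood cell genes (3 genes) rose most, with a shift of 3.25 (5.08 in patient 1 and 1.60 in patient 2, adjusted p-value 0.00533), and their globin reads are partly shared. Fibroblast genes had a shift of 0.35 (11 genes, 0.17 and 0.59, adjusted p-value 0.0112). No other composition list passed, except that smooth muscle did with the GC trend removed (shift 0.48, adjusted p-value 0.0296, range over its alternatives 0.0296 to 0.799). Luminal epithelium had a shift of -0.30 (13 genes, -0.05 and -0.63, adjusted p-value 0.223), with KLK3 at -0.11 and -1.20, KLK2 at -0.72 and -1.08 and ACP3 at 0.17 and 0.18. Androgen receptor activity had a shift of 0.25 (16 genes, 0.47 and 0.13, adjusted p-value 0.223). Smooth muscle (11 genes, shift 0.25, -0.18 and 0.72, adjusted p-value 0.177), endothelium (11 genes, 0.24, 0.74 and -0.09, adjusted p-value 0.423), basal epithelium (8 genes, 0.16, 1.30 and -0.49, adjusted p-value 0.328) and rectal epithelium (4 of 13 genes, -0.59, 1.72 and -3.28, adjusted p-value 0.798) moved in opposite directions in the 2 patients. Of the seminal vesicle list 0 of 5 genes were tested.

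Among lists for tissue handling, immediate early response genes, which are induced within minutes of a stimulus, had a shift of 1.64 (14 genes, 2.46 in patient 1 and 0.99 in patient 2, camera adjusted p-value 8.5e-05). EGR1 rose by 4.22 and 1.49 log2 units. Hypoxia genes had a shift of -0.07 (10 genes, -0.19 and 0.15, adjusted p-value 0.884).

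**Figure D3:**
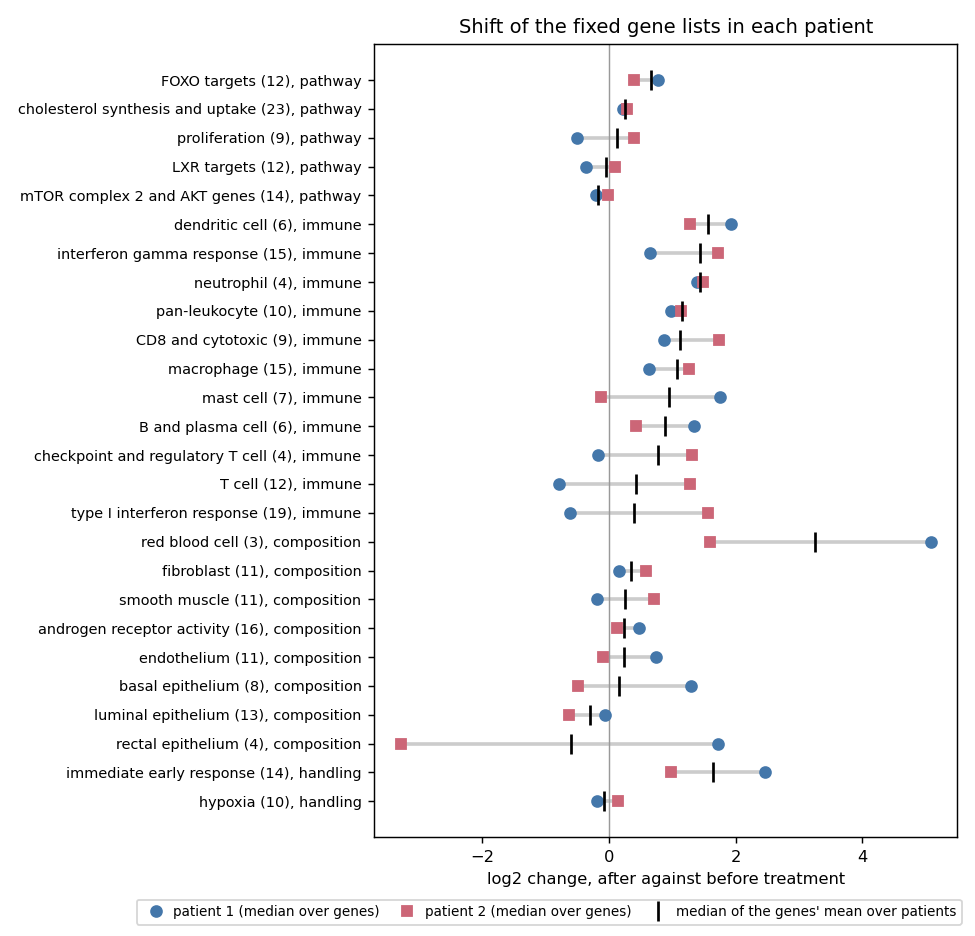
Median log2 change after against before treatment (horizontal, log2 units) of each of the 26 tested gene lists, with the number of tested genes in brackets and the list's family. Circles are patient 1, squares patient 2, black ticks the median of the genes' mean over both patients, and grey lines join the patients. The general leukocyte, macrophage and interferon gamma lists are above 0 in both patients, the cholesterol list lies at 0.23 and 0.28, and the T cell, type I interferon, basal and rectal lists have the patients on opposite sides of 0.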

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

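Of the 26 lists compared between the patients, 3 had the median of 1 patient in the lowest 2.5% of matched random lists and that of the other in the highest 2.5%, with opposite directions. With 1 pair per patient the difference between patients was not tested in any of these. The tests in this part were chosen after the results were seen.

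Type I interferon response genes rose by 1.56 log2 units in patient 2 and fell by 0.62 in patient 1, a difference of 2.18. Of their 4 highest-expressed genes, MX1 rose in both patients (0.84 and 2.30) and OAS2 changed by -0.89 and 1.34. The prostatectomy library of patient 1 is shallow and rich in small RNA, which may lower or scatter its values. Lists of the same expression level pass through the same library, and the interferon list lay at percentile 0.88 among them. That percentile is also what selected the list for this part, so it cannot test depth as the cause. What stays open is the depth of that library, or a difference in tumour area, in sampling or in response between 2 persons. No biological explanation was tested.

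Basal epithelium genes had medians of 1.30 in patient 1 and -0.49 in patient 2, a difference of -1.79. KRT5 changed by 0.83 and -0.52 and KRT15 by 1.62 and -1.40. Not all members were opposite: 2 of the 8 genes rose in both patients, among them KRT17 (2.34 and 0.75). ITGB4 changed by -0.27 and 0.05. Basal cells line benign glands and are mostly lost in prostate cancer, so sections with different shares of benign glands could give this. Luminal genes would then be a poor counter-measure, since benign and malignant luminal cells both express them. The luminal median was -0.63 in patient 2, where the basal median was below 0 as well, and -0.05 in patient 1. This does not decide the question, and a different share of benign glands and a change with treatment cannot be told apart with these libraries.

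Rectal epithelium genes had medians of 1.72 in patient 1 and -3.28 in patient 2, a difference of -5.00. In patient 2 all 4 tested genes fell. MUC2 fell by 7.54 and SLC26A3 fell by 5.11 log2 units. A biopsy needle can pass through the rectal wall, and rectal mucosa in the biopsy of patient 2 is a candidate explanation. The falls in patient 2 were unequal, the smallest being -0.69 log2 units. This does not decide the question, because a gene that also has counts from other tissue would fall less. The list rose in patient 1. Only 4 of the 13 listed genes were tested, because the others were not in the table, all 4 had counts in every library, and MUC2 can be expressed in mucinous areas of other tissues. The explanation remains open for patient 2 and says nothing about the rise in patient 1.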

How the results depend on the processing

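Without the block for the patient, edgeR gave 0 genes higher and 0 lower, as with it, and 850 genes at an unadjusted level of 0.05 against 1373. Of the 26 lists, 11 passed camera without the pairing against 13 with it. The T cell and type I interferon lists were the ones lost, and the block changed no other call.

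DESeq2 with the block gave 187 genes higher and 80 lower after treatment, where edgeR gave 0 and 0. Of these 267 genes, 255 had an unadjusted level under 0.05 in edgeR, 0 moved in opposite directions in the patients, 23 were on immune lists, 83 had shared reads and 16 had fewer than 10 counts in the prostatectomy of patient 1. Among the lower genes were several copies of 1 ribosomal RNA with identical values (443.12 counts in the prostatectomy of patient 1). They were counted as separate genes, so the count of 80 holds 1 measurement repeatedly. For 1093 genes DESeq2 gave no adjusted p-value. At the same sample size edgeR recovered 70.0% of simulated changes of 2 log2 units. Those changes were equal in both patients, in genes at or above the median count, with a spread set by expression level alone. Real genes can vary more than that, so the simulation does not decide whether sample size accounts for edgeR's count of 0. In that simulation DESeq2 also called more unchanged genes (13 against 6). The cause of the difference on the real data was not tested.

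Requiring at least 10 counts in every library gave 1 gene higher, RGS1, and 0 lower, with 12959 genes tested in place of 14091. The other edgeR settings (DESeq2's size factors, no filter, small RNA genes removed, equal depth, whole values only and upper-quartile scaling) gave 0 genes in each direction, with between 1247 and 1436 genes at an unadjusted level of 0.05. Upper-quartile scaling moved the split of these to 634 higher and 774 lower, against 776 and 597, with the median change of all genes at -0.08. Whether more genes rose or fell is therefore not settled.

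Of 42 genes followed singly, leaving out patient 1 changed the sign of 3 (KRT5, KRT15 and OLFM4, to -0.52, -1.40 and -3.49) and leaving out patient 2 that of 5 (CD8A, TAP1, OAS2, MUC2 and SLC26A3, to -1.69, -0.30, -0.89, 0.011 and 1.91). DESeq2 placed 18 of the 42 past the adjusted threshold, among them RGS1, PGC, SGK1, PTPRC, CYBB and MRC1.

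The pooled immune shift stayed above 0 under every setting, between 0.86 and 1.02, and passed with camera under each. With fry the shift is 0.93 as before and did not pass. Left with 1 patient, it was from 0.60 to 1.37. The count of lists past the threshold was 0 with fry. In the simulation fry also called 0 of 20 lists of 15 genes shifted by 1 log2 unit. Other list sizes and shifts were not simulated, so its power for them is not known. The count was 6 of the 16 lists that could be tested when only genes at or above the median level were used. Fewer genes and lists enter there. Under the other settings the count was between 11 and 15.

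The cholesterol list had the same direction and did not pass under any setting, with values from 0.23 to 0.28 when a patient was left out. Its adjusted p-value ran from 0.0523 in camera with the GC trend removed, close to the threshold, to 0.509 with fry. With upper-quartile scaling its shift was 0.18. The list of mTOR complex 2 and AKT genes likewise never passed, and its value ran from -0.21 to -0.020 when a patient was left out. With the GC trend removed the LXR list had a shift of 0.12 and the proliferation list of -0.25, each against its direction without the removal, and neither passed in either case. The same removal brought smooth muscle (0.48) and mast cell (0.66) past the threshold, each with an adjusted p-value of 0.0296. The mast cell list also passed with upper-quartile scaling (0.0493) and with whole values only (0.0268). The B and plasma cell list was lost at equal depth (0.0683) and with whole values only (0.0503), and the type I interferon list at or above the median level (0.180). The causes were not tested. With patient 1 left out, 5 lists changed sign (LXR targets, mast cell, basal epithelium, endothelium and hypoxia), and with patient 2 left out 6 did (T cell, checkpoint and regulatory T cell, type I interferon response, smooth muscle, rectal epithelium and proliferation).

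The correlation of the patients' changes, 0.241, was 0.232 with a prior count of 0.5, 0.327 for genes at or above the median level, 0.259 without small RNA genes, 0.262 at equal depth, 0.250 with whole values only and 0.275 as Spearman's rho. It was above 0 in each case. The correlation was not computed with the GC trend removed. GC content was related to the change in both patients (Spearman rho across genes -0.273 and -0.289). How much of the correlation comes from that shared trend stays open.

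Depth limits the values of low genes in the prostatectomy of patient 1, where 970 genes had fewer than 10 counts. Genes at 0 in any library were not analysed here, so a gene detected only before or only after treatment is outside every count given.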

Other observations

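Of the tests in this part, those on GC content, transcript length, exchanged groups, small RNA length and the spread by expression level were chosen before their results were seen, and the others after.

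Immune transcripts were higher after treatment in both patients, with a pooled median of 0.93. Several technical explanations were weighed. The shallow library of patient 1 is not needed for it, since patient 2, with libraries of 22142500 and 21898500 counts, had a median of 1.37. GC content was related to the change of a gene in both patients (Spearman rho across genes -0.273 and -0.289), but with that trend removed the pooled shift was 1.02, and with the trend on transcript length removed it was 0.926. A lower share of epithelium was assumed to raise stromal genes as much as immune genes. The immune median exceeded that of 33 stromal genes by 0.60 (0.44 in patient 1 and 0.81 in patient 2, SD 0.27). In patient 2 the fibroblast, smooth muscle and endothelium medians were 0.59, 0.72 and -0.09, against an immune median of 1.37. Under that assumption this argues against a lower share of epithelium as the whole cause in patient 2. In patient 1 the result depends on the list. Endothelium rose by 0.74, above the immune median of 0.60, while fibroblast rose by 0.17 and smooth muscle fell by 0.18. Blood in the surgical sample could bring leukocytes, and red blood cell genes did rise, HBB by 5.08 and 1.42 log2 units. Yet 5 genes of tissue macrophages that blood leukocytes hardly express (C1QA, C1QB, C1QC, VSIG4 and MRC1) rose in both patients, with a median of 1.20 (1.00 and 1.39). These 5 were picked, after the results were seen, from the 15 macrophage genes, of which 12 rose in both patients. SIGLEC1 and MSR1 of that list, named after their values were seen, fell in patient 1 (-1.75 and -0.23). Both rose in patient 2 (1.01 and 1.27). For the 5 genes blood as the whole cause is argued against, while a contribution to the neutrophil and cytotoxic lists stays open.

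What these libraries cannot separate is the kind of sample. Immediate early response genes, which can react to handling and surgery, rose by 1.64, but this rise is confounded with treatment in the same way and does not show its own source. Devascularised tissue, inflammation after the biopsy itself, the area dissected and treatment cannot be told apart as sources of the immune rise. A treatment effect is 1 of these open explanations, and untreated pairs of biopsy and prostatectomy would be needed to test it.

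Exchanging before and after in patient 2 gave 200 genes at an unadjusted level of 0.05, against 1373 with the real labels. Only 2 groupings keep the pairs, and 1 of them, the real one, gave as many genes, so the share cannot go under 0.5. The higher count shows that the patients' changes were more alike than opposite, which the correlation of 0.241 also measures.

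SGK1 and the FOXO list moved in ways the other pathway genes did not. SGK1, on the list of mTOR complex 2 and AKT genes, rose by 3.21 and 2.15 log2 units while MTOR, AKT1, AKT2 and NDRG1 fell in both patients. FOXO targets rose by 0.78 and 0.40. No explanation of either was tested.

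PGC, 1 of the 5 genes with the largest rise, is expressed by club-like cells of prostate glands. A list of 10 other genes of such cells was written after PGC was noticed and was tested separately in each patient. No gene of it is on another list, and all 10 had counts in every library. In patient 1 its median rose by 2.83 (percentile 100 among matched lists), which is consistent with more club-like glands in the prostatectomy sample. In patient 2 the median was 0.039 (percentile 57.4), with members going both ways: MMP7 rose by 3.75 and OLFM4 fell by 3.49, both named after their values were seen. There the explanation remains open. LTF, chosen after its values were seen, rose in both patients, by 4.51 and 2.76. Whether such glands increased or were merely sampled was not tested.

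Small RNA genes behaved differently in the patients: 121 of 135 tested ones were higher after treatment in patient 1 and 44 of 135 in patient 2. Shorter inserts in 1 library could favour short transcripts. The relation of the change to transcript length over these genes in patient 1 was weak (rho -0.141, permutation p = 0.105, 10000 permutations), which neither supports nor excludes this. The same measure in patient 2, where small RNA genes mostly fell, was 0.387 (permutation p = 0.0002, 10000 permutations, tested after the value was seen), so there the shorter ones fell more. That relation is in another pair of libraries and does not decide the cause in patient 1. Both permutation tests treated each gene as independent, without merging gene copies that have identical values. Capture efficiency or RNA quality of the prostatectomy library of patient 1 stay open.

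The largest falls were concentrated in genes with shared reads. Of the 100 genes with the largest mean fall that moved alike in both patients, 53% had decimal counts, against 17.1% of 4544 eligible genes (Fisher's exact test, two-sided, p = 1.23e-16) and 29% of the 100 largest rises. Division of reads among near-identical copies may therefore produce part of these falls, and the 5 named falling genes are all of this kind.

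Changes spread wider in patient 1 than in patient 2. The ratio of the spreads (median absolute deviation) was 1.90 in the lowest quartile of protein-coding genes by expression and 1.30 in the highest. A library made from few RNA molecules could scatter low genes most, as seen, but the highest quartile was also wider, and a true difference between the patients stays open.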
